A study of Homo sapiens with 14 samples. Its data were reported in "OCT4 cooperates with distinct ATP-dependent chromatin remodelers in naïve and primed pluripotent states in human" (2021).

How the data were processed

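Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on WIBR3 cells, an established human embryonic stem cell (hESC) line, kept either in the conventional primed condition or in the naïve 5i/L/A medium. Antibodies were directed against BRG1 (SMARCA4) and BRM (SMARCA2), the alternative ATPase subunits of the BAF chromatin remodelling complex, against BAF155 (SMARCC1), a scaffold subunit of that complex, and against the transcription factor SOX2. The labels describe 14 samples, of which 4 are input libraries that served as controls for peak calling and for which no file was used here. The other 10 samples came with 1 peak list each.

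Per the labels, the SOX2 libraries were read as paired-end reads and the BAF subunit libraries as single-end reads, on different sequencers and in different facilities. According to the methods of the study, the reads were trimmed with trim_galore and mapped to hg38 with bowtie2, duplicates were removed with samtools for single-end reads and with PICARD for paired-end reads, and peaks were called with MACS2 against the input, as narrow peaks for SOX2 and as broad peaks for the BAF subunits. Both states were grown on mouse feeder cells and the reads were mapped to the human genome, so any reads of mouse origin were not separated from human ones by a mapping step that the methods describe.

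The deposited peak lists give a start and an end for each peak. The lists of naïve and primed BRG1 and BAF155, naïve BRM and the first SOX2 library of each state also give, per the authors' peak caller, a score, a fold enrichment over the input (a linear ratio), and −log10 of the p-value and of the q-value. The lists of primed BRM and of the second SOX2 library of each state give positions alone. The score, fold and q-value of a peak are the authors' own values and were used only to describe, rank or filter peaks within a list. The lowest −log10 q in the BAF lists lay between 1.00 and 1.01, against 1.31 and 1.35 in the SOX2 lists, so the BAF lists reach down to a weaker threshold.

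The 2 SOX2 lists of a state held the same coordinates for all peaks. The naïve lists had 1941 and 1941 peaks and the primed lists 9291 and 9291. The methods of the study do not state whether the libraries were pooled before peak calling. The 2 lists were counted as 1 sample per state, the spread between SOX2 replicates could not be measured, and the planned permutation test over 4 libraries and the planned mean and SD over replicates were not carried out. All other groups have 1 library. None of the comparisons has a replicate check, and peaks of one list are not replicates. Intervals therefore describe counting error within these libraries, not the spread between cultures.

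The number of reads behind each list was not used here. A list from a deeper library can be longer with no difference in binding, and a missing peak is a call below the authors' threshold rather than an absence of protein.

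Peaks on chromosomes 1 to 22, X and Y were analysed. Each list stayed within the chromosome lengths of the hg38 sequence. Overlap followed the rule of the study, by which at least 25% of either region is covered. BAF regions are BRG1 and BAF155 peaks of a state merged where they touch or overlap. Naïve-only and primed-only BAF regions have no partner in the other state, and common regions are the merged remainder. Shares carry exact Clopper-Pearson intervals at the 95% level. Classes of regions were compared by odds ratios with Woolf 95% intervals (0.5 added to each count where 1 of them was 0) and by two-sided Fisher's exact tests with a threshold of 0.05. The tests compare these libraries and not the conditions, and their p-values are not printed because regions are not replicates. As background for overlaps, the peaks of a list were moved 1000 times by a random circular shift within each chromosome.

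Promoters were midpoints within 1 kb of a transcription start site (TSS) of GENCODE release 44 (hg38), and the remaining midpoints were assigned to exon, intron or intergenic sequence. Motifs were searched on both strands of hg38 in 200 bp windows at region midpoints, with windows 2 kb to either side as background. The consensus sequences were CWTTGT for SOX, CWTTGTNATGCAAA with up to 2 mismatches for the OCT4-SOX2 composite element, GGGYGKGGC for KLF, SCCNNNRGGS for TFAP2 and CCTGCTG for ZIC. A consensus names a family of factors and not one member. Sequence repetition was measured as the share of a region's 32-mers that occur more than once in hg38, over up to 200 sampled regions per list and up to 3000 bp per region.

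Sites named in the text followed a rule fixed before the data were examined. These are the peaks within 60 kb of TFAP2C, SALL1, NLRP7, TEAD4, PTPRZ1 and SOX2, the 3 peaks of highest fold in each list, and the 5 state-specific BAF regions per state with the highest fold of any contributing peak and a protein-coding TSS within 20 kb. A further gene of the rule is not reported here. Sites on chromosome Y and on globin genes were chosen after their values were seen. The list of 15 erythroid genes used for the globin question was written after globin genes had been noticed among the primed BRM regions.

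Some choices were made after values had been seen. The comparison of sharing with peak strength was first run on merged BAF regions and then on BAF155 peaks, because folds of different lists cannot be ranked together. The exon share of the globin regions was first computed over all annotated exons and then over the main transcripts. The test of satellite sequence on chromosome Y was added after the 32-mer result, and the limits that sort the outcomes of several tests in the closing section were set or changed after their values were known. In the ranking of state-specific regions the fold comes from the BRG1 or the BAF155 list, whichever was higher, as the rule had fixed.

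Alternatives were other overlap rules (1 bp, 25% or 50% of both regions), stricter peaks (−log10 q of at least 3, or fold of at least 4), equal numbers of top-ranked peaks in both states, all contigs, BAF regions from BRG1 alone, from BAF155 alone or with both subunits, merging within 1 kb, promoters within 2.5 kb or of protein-coding genes, 500 bp motif windows, classes matched on GC content in bins of 2%, and distal regions. Regions set to 500 bp and peaks with q of at most 0.05 were added after seeing the data.

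The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. The overlap and merging code was tested on simulated regions, where 6 of 6 settings gave the result of bedtools 2.31.1. The motif search recovered 100% of planted KLF sites in simulated windows, and 96.5% of the intervals from 200 simulated tables covered the odds ratio that the tables were drawn with.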

Results

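The series profiled the BAF chromatin remodelling complex and SOX2 on the chromatin of human embryonic stem cells in 2 pluripotent states. Naïve cells resemble the preimplantation epiblast and primed cells a later, postimplantation stage. On chromosomes 1 to 22, X and Y of hg38, the naïve lists held 57884 BRG1 peaks, 62338 BAF155 peaks, 17413 BRM peaks and 1940 SOX2 peaks. The primed lists held 15611 BRG1 peaks, 58352 BAF155 peaks, 167 BRM peaks and 9290 SOX2 peaks. Median peak widths ranged from 283 bp for naïve SOX2 to 533 bp for primed BRM. The naïve BAF155 list covered 41.6 Mb and the primed one 43.5 Mb, whereas the BRG1 lists covered 37.4 Mb and 6.85 Mb. The read totals of the libraries were not used here, so list lengths were not set against depth. The lists of both SOX2 libraries of a state were identical in coordinates and were counted as 1 sample, and each other group had 1 library, so no value below has a replicate error.

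To ask how far the ATPase and the scaffold subunit mark the same sites, BRG1 peaks were intersected with BAF155 peaks. In naïve cells 41502 of 57884 BRG1 peaks (71.7%, interval 71.3 to 72.1%) overlapped a BAF155 peak, and in primed cells 15413 of 15611 did (98.7%, interval 98.5 to 98.9%). The reverse shares were 66.4% of naïve and 24.9% of primed BAF155 peaks. The primed share depended most on the overlap rule, as 29.6% of primed BRG1 peaks overlapped when at least 50% of both regions had to be covered. Primed BAF155 peaks that overlapped a BRG1 peak had a median fold enrichment, in the authors' values, of 3.95, against 3.13 for those that did not. In naïve cells the corresponding medians were 2.96 and 2.79.

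Merging BRG1 and BAF155 peaks gave 77195 naïve and 58508 primed BAF regions. Of the naïve regions 28859 were shared with the primed state (37.4%, interval 37.0 to 37.7%), and of the primed regions 28173 were shared with the naïve state (48.2%, interval 47.7 to 48.6%). The number of regions moved most with a fold of at least 4, which left 4367 naïve and 11479 primed regions. From BRG1 peaks alone, 17.4% of naïve and 66.2% of primed regions were shared. The 3 resulting classes were 48336 naïve-only regions with a median width of 422 bp, 30335 primed-only regions of 374 bp and 27753 common regions of 1113 bp.

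Sharing was also set against peak strength. BAF155 peaks were ranked by the authors' fold within their own list and split into 10 groups of equal size. In the group of highest fold, 53.2% of naïve peaks (interval 51.9 to 54.4%) and 60.6% of primed peaks (interval 59.3 to 61.8%) lay in a BAF region of the other state. In the group of lowest fold the shares were 45.6% (interval 44.3 to 46.8%) and 33.8% (interval 32.6 to 35%). The primed share rose over most of the range, while the naïve share was lowest in the middle of it, at 34.9% in group 5.

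**Figure D1:**
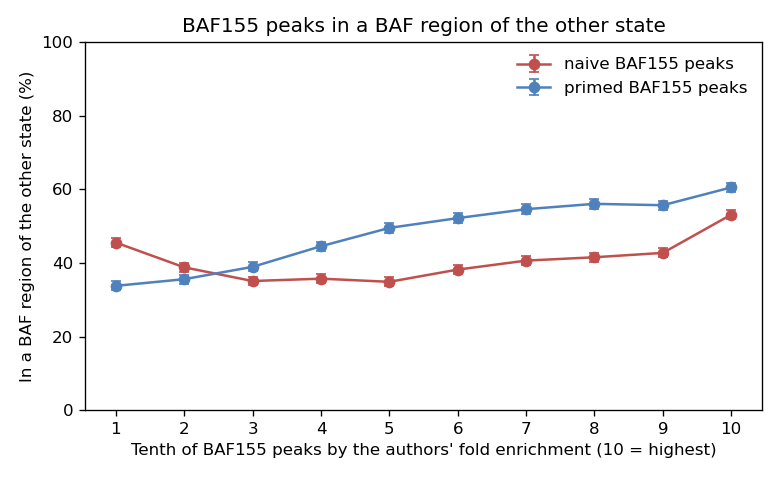
Share of BAF155 peaks that lay in a BAF region of the other state (y axis, %) for 10 groups of peaks by the authors' fold enrichment (x axis, 10 is the highest). Points are shares in 1 library per state and bars are 95% exact binomial intervals; the group of highest fold reached 53.2% in naïve and 60.6% in primed cells.

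The position of BAF regions relative to genes differed between the classes. Among common regions 52.2% had their midpoint within 1 kb of an annotated TSS, against 14.1% of state-specific regions, an odds ratio of 6.67 (interval 6.47 to 6.88). Promoters made up 13.7% of naïve-only and 14.6% of primed-only regions. Introns held 48.9% of naïve-only and 53.0% of primed-only regions, and intergenic sequence held 32.8% and 28.5%. Median GC content of the 200 bp at the midpoint was 49.5% for naïve-only, 45.5% for primed-only and 59.0% for common regions. The promoter odds ratio fell most with a fold of at least 4, to a log2 value of 0.39 from 2.74.

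BRM is the ATPase that the study found as an OCT4 partner in naïve cells only. Of the 17413 naïve BRM peaks 16427 lay in a naïve BAF region (94.3%, interval 94.0 to 94.7%). After 1000 random circular shifts the mean share was 3.31%, with a maximum of 4.74%. Requiring 50% of both regions lowered the share to 32.8%. Naïve BRM peaks were found at 6845 of 48336 naïve-only regions (14.2%, interval 13.9 to 14.5%), at 108 of 30335 primed-only regions (0.356%, interval 0.292 to 0.430%) and at 8880 of 27753 common regions (32%, interval 31.4 to 32.5%). The odds ratio was 46.2 (interval 38.2 to 55.9) for naïve-only against primed-only regions and 2.85 (interval 2.75 to 2.96) for common against naïve-only regions. The direction of the first ratio is largely set by how the classes are built. Primed-only regions have no naïve BAF partner, and 94.3% of naïve BRM peaks lay in naïve BAF regions. Part of the second ratio goes with region width, since it was 2.13 with all regions set to 500 bp. The log2 odds ratio for naïve-only against primed-only regions was 5.53, and it moved most, to 1.08, when 50% of both regions had to be covered. When the lists of each antibody, those behind the BAF regions included, were held to the same number of top-ranked peaks in both states, which left 167 naïve BRM peaks, it was 2.31, with an interval of −2.07 to 6.69 that includes 0.

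The primed BRM list was far shorter. Of its 167 regions 30 lay in a primed BAF region (18.0%, interval 12.5 to 24.6%), against a mean of 2.53% after random shifts, and 33 lay in a naïve BAF region. Of these 167 regions 142 (85.0%, interval 78.7 to 90.1%) consisted mostly of sequence with more than 1 copy in the genome. Of 200 sampled naïve BRM peaks 12 did (6%, interval 3.14 to 10.2%).

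SOX2 occupancy was compared between states because the study names SOX motifs at primed-specific enhancers. The primed SOX2 list was 4.79 times as long as the naïve list, a ratio that lay at 4.58 with a −log10 q of at least 3. Of the 1940 naïve SOX2 peaks 930 overlapped a primed SOX2 peak (47.9%, interval 45.7 to 50.2%), and of the 9290 primed peaks 10.0% overlapped a naïve one. With the 1940 highest-ranked primed peaks in place of the full list, 24.2% of the naïve peaks were shared. In their own state, 1805 naïve SOX2 peaks (93.0%, interval 91.8 to 94.1%) and 8217 primed SOX2 peaks (88.4%, interval 87.8 to 89.1%) lay in a BAF region, against means of 2.36% and 1.81% after random shifts. In the BAF regions of the other state the shares were 61.2% of naïve and 41.6% of primed SOX2 peaks.

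Primed SOX2 peaks were found at 4071 of 30335 primed-only BAF regions (13.4%) and at 210 of 48336 naïve-only regions (0.434%), an odds ratio of 35.5 (interval 30.9 to 40.8). Naïve SOX2 peaks showed the opposite direction, at 47 primed-only regions (0.155%) and 630 naïve-only regions (1.30%), an odds ratio of 0.118 (interval 0.0873 to 0.158). On the log2 scale the naïve SOX2 value was −3.09. It changed direction with a fold of at least 4 (0.79) and with an overlap of 50% of both regions (0.32), and it stayed negative with a −log10 q of at least 3 (−2.02) and with an overlap of 25% of both regions (−1.04). Common regions held 14.0% with a primed and 4.13% with a naïve SOX2 peak.

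**Figure D2:**
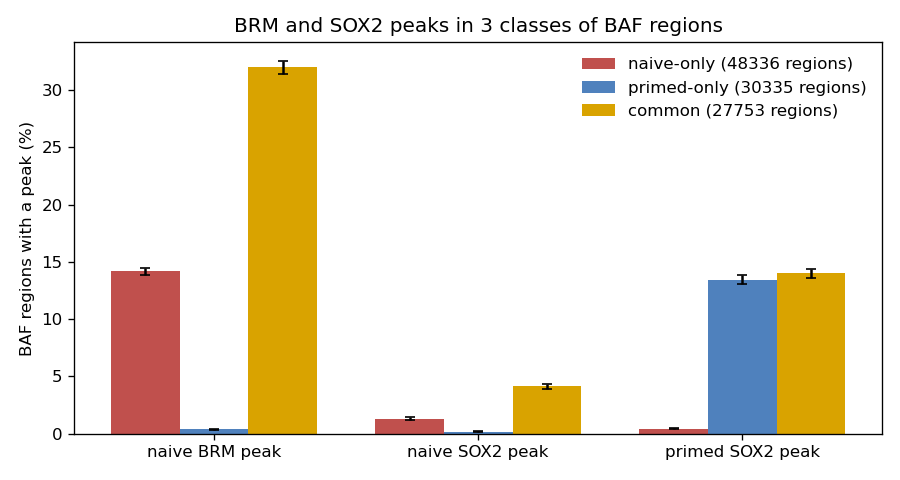
Share of BAF regions that hold a naïve BRM, naïve SOX2 or primed SOX2 peak (y axis, %) in naïve-only, primed-only and common regions, with 1 library per bar group and 95% exact binomial intervals as error bars. Naïve BRM peaks were at 14.2% of naïve-only and 0.356% of primed-only regions, and primed SOX2 peaks at 0.434% and 13.4%.

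Sequence motifs were counted in the same classes. The SOX core was present in 34.9% of primed-only windows (interval 34.4 to 35.5%) and 22.3% of naïve-only windows (interval 22 to 22.7%). At 2 kb from the same regions it was present in 24.6% and 22%, so naïve-only regions differed little from their surroundings (odds ratio 1.02, interval 0.994 to 1.05). The OCT4-SOX2 element was present in 5.67% of primed-only and 2.33% of naïve-only windows, with 1.66% and 1.29% at 2 kb. The ZIC consensus was present in 13.5% of primed-only and 7.13% of naïve-only windows, with 4.68% and 4.78% at 2 kb. The other 2 motifs had the opposite direction. KLF sites were present in 5.53% of naïve-only and 1.58% of primed-only windows, with 1.36% and 0.948% at 2 kb, and TFAP2 sites in 26.4% and 18.8%, with 15.1% and 11.7% at 2 kb. The odds ratios of naïve-only against primed-only windows were 0.536 (interval 0.519 to 0.553) for SOX, 0.397 (0.368 to 0.428) for OCT4-SOX2, 0.493 (0.470 to 0.517) for ZIC, 3.65 (3.30 to 4.02) for KLF and 1.55 (1.49 to 1.60) for TFAP2. The GC-rich TFAP2 consensus moved most in relative terms when the classes were matched on GC content, from a log2 odds ratio of 0.63 to 0.24. Common regions had the highest shares of KLF sites (9.62%) and TFAP2 sites (37.8%) of the 3 classes.

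**Figure D3:**
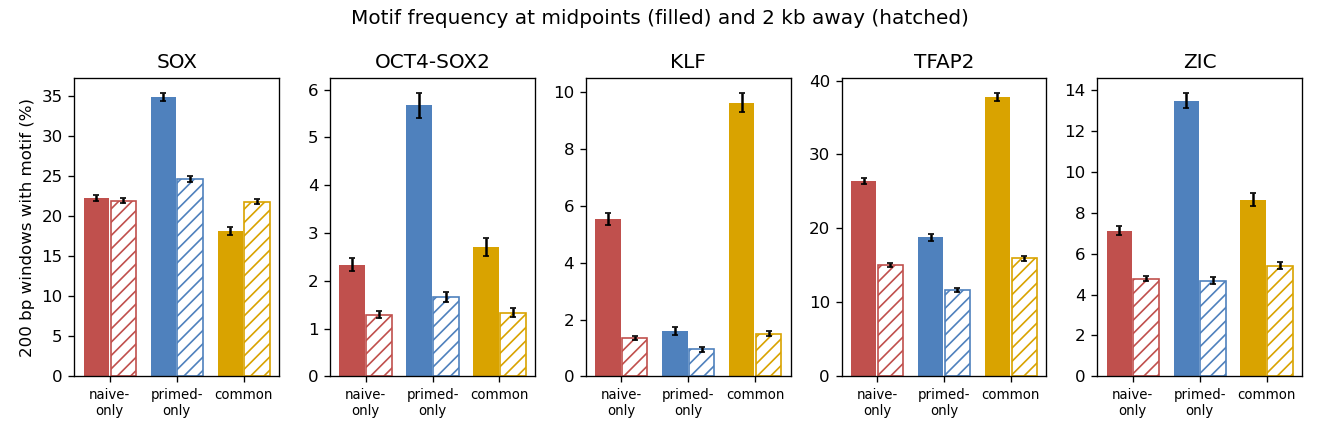
Share of 200 bp windows with each of 5 motifs (y axis, %, its own scale per panel) at region midpoints (filled bars) and 2 kb to either side (hatched bars) in the 3 classes of BAF regions, with 95% exact binomial intervals. SOX, OCT4-SOX2 and ZIC motifs were most frequent in primed-only regions, and KLF and TFAP2 motifs in common regions.

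Genes that the study names as examples, and the SOX2 gene itself, were inspected within 60 kb of the gene body on hg38. Around TFAP2C (ENSG00000087510.7, chromosome 20, 56629306 to 56639283, plus strand) there were 22 BRG1, 30 BAF155 and 16 BRM peaks in naïve cells, against 2 BRG1 and 5 BAF155 peaks in primed cells. The regions there comprised 28 naïve-only, 1 primed-only and 4 common BAF regions. A naïve BRM peak at 56630100 to 56631222 had its midpoint 1.36 kb downstream of the 5′ end of TFAP2C and lay in promoter sequence. The 1 SOX2 peak there was a primed peak at 56596154 to 56596378, at a promoter 33 kb upstream of the gene. Around NLRP7 (ENSG00000167634.12, chromosome 19, 54923509 to 54966312, minus strand) there were 18 naïve-only and 1 primed-only BAF regions and 5 naïve BRM peaks, and around TEAD4 (ENSG00000197905.10, chromosome 12, 2959330 to 3040676, plus strand) 17 naïve-only and 5 primed-only regions and 7 naïve BRM peaks. NLRP7 had 1 naïve and 2 primed SOX2 peaks nearby. TEAD4 had 1 of each, both intronic, at 2988510 to 2988813 in naïve cells with an authors' fold of 9.16 and at 2963825 to 2964030 in primed cells with a fold of 4.56.

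SALL1 and PTPRZ1 had more primed-only than naïve-only regions (5 against 3 and 8 against 1), and neither gene had a BRM peak of either state within 60 kb. BRG1 peaks alone did not show this direction, with 6 naïve and 5 primed peaks at SALL1 and 3 of each at PTPRZ1. BAF155 peaks did, with 4 naïve and 8 primed at SALL1 and 1 and 10 at PTPRZ1. SALL1 (ENSG00000103449.13, chromosome 16, 51135982 to 51152334, minus strand) had primed SOX2 peaks at 51153988 to 51154554 and 51181232 to 51181761, both upstream of the gene in annotated intron sequence, with folds of 6.83 and 11.9, and no naïve SOX2 peak. In PTPRZ1 (ENSG00000106278.12, chromosome 7, 121873089 to 122062036, plus strand) an intronic SOX2 site was called in both states, at 121938474 to 121938839 in naïve cells with a fold of 8.16 and at 121938456 to 121938891 in primed cells with a fold of 25.4. Folds of different lists rest on different libraries and depths and are not compared further. SOX2 itself (ENSG00000181449.4, chromosome 3, 181711925 to 181714436, plus strand) had 3 naïve-only, 4 primed-only and 5 common BAF regions nearby, 6 naïve BRM peaks, 2 naïve and 7 primed SOX2 peaks.

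**Figure D4:**
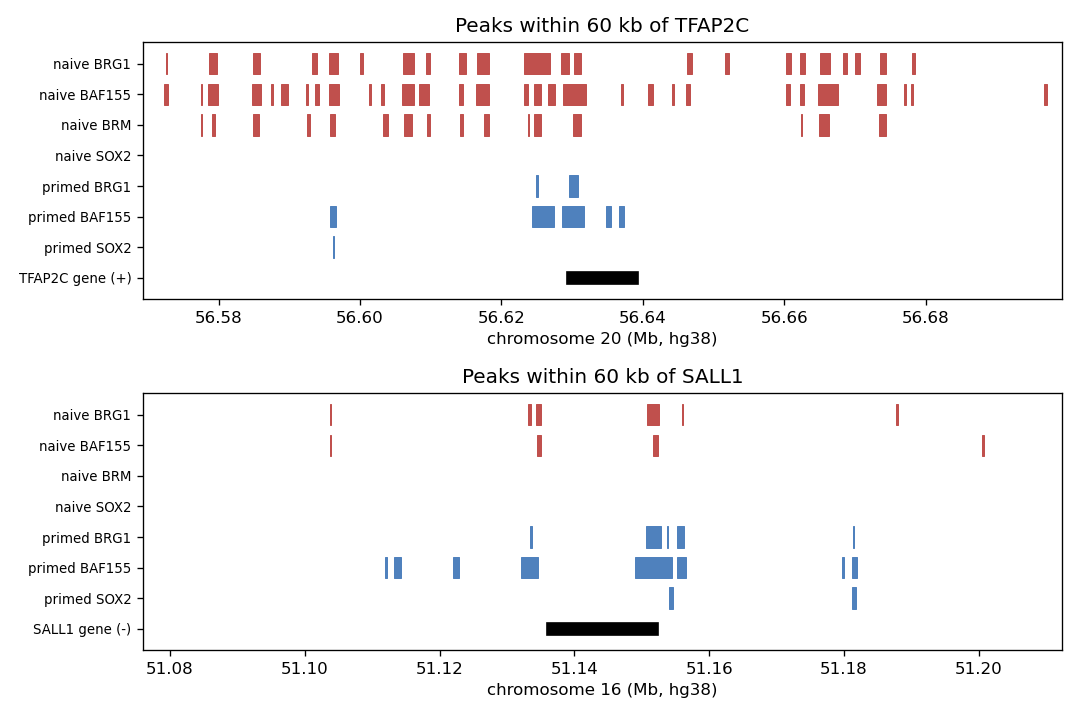
Peaks of each list (rows) within 60 kb of TFAP2C on chromosome 20 and SALL1 on chromosome 16 (x axis, Mb, hg38), with naïve lists in red, primed lists in blue and the gene body in black; the primed BRM list, which had no peak at either gene, is not drawn. TFAP2C is surrounded by 30 naïve and 5 primed BAF155 peaks, and SALL1 by 4 naïve and 8 primed BAF155 peaks. The BRG1 peaks number 22 naïve and 2 primed at TFAP2C, and 6 naïve and 5 primed at SALL1.

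The peaks of highest fold in each list were mostly away from promoters. One intergenic site on chromosome 9, 34.5 kb from the nearest TSS, of MED27, ranked first in the naïve BAF155 list (132114133 to 132114543, fold 11.5) and in the naïve BRM list (132114147 to 132114506, fold 11.4) and second in the naïve BRG1 list (132114121 to 132114556, fold 10.8). In primed cells an intronic site of chromosome 17, 13.1 kb from a TSS of RBFOX3, ranked first in the BAF155 list (79294470 to 79294934, fold 18.6) and in the BRG1 list (79294532 to 79294828, fold 14.9). The naïve SOX2 peak of highest fold lay in intergenic sequence 40.5 kb from a TSS of ETV6 (chromosome 12, 11608912 to 11609405, fold 42.2). The naïve SOX2 peak ranked second (chromosome 9, 2018750 to 2019393, fold 31.2) lay in an intron 1.08 kb from a TSS of SMARCA2, the gene that encodes BRM. The primed SOX2 peak of highest fold lay on chromosome 8 at 38440195 to 38440988 (fold 39.5), in an intron, with a TSS of the pseudogene RPS20P22 nearest to it at 4.93 kb.

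Among naïve-only BAF regions near protein-coding genes, the 5 of highest fold were nearest to MOSPD1, WRAP73, ANK2, DLL4 and MARCHF4, with folds from 6.47 to 8.83, and the first 4 of them held a naïve BRM peak. The MOSPD1 region (chromosome X, 134931663 to 134932089) was intergenic and 16.6 kb from the TSS. Among primed-only regions they were nearest to UNC5D, EPHA2, RPH3A, FMN1 and ANKH, with folds from 8.14 to 10.2, and the last 4 of them held a primed SOX2 peak. The EPHA2 region (chromosome 1, 16115714 to 16116467, intergenic, 17.5 kb from the TSS) contains a primed SOX2 peak that shares the second highest fold of its list (16115872 to 16116341, fold 36.8). None of the 10 regions held a naïve SOX2 peak.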

Values the study reported

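The study reported 69,007 BAF peaks over both states, with 49,846 in naïve cells and 45,589 in primed cells. It gave 26,428 of them as shared, which is 53.0% of the naïve and 58.0% of the primed peaks. It reported 17,413 BRM peaks in naïve cells, of which 15,463 or 88.8% coincided with BAF peaks.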

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

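Of the tests in this part, the exon test of the globin regions and the setting of regions to 500 bp were chosen only after the result was seen, and how to read 0 naïve BRM regions on globin genes was changed after that value was known.

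The primed BRM list, which was not used to compare the classes of BAF regions, held 4 regions on the globin genes HBB, HBA1 and HBA2. The primed BRG1, primed BAF155, naïve BRG1 and naïve BRM lists had 0 on these 3 genes, and the naïve BAF155 list had 1 peak, on HBA1. Other globin genes did hold peaks of those lists, among them HBQ1 with 1 peak of each and HBM with 2 primed BAF155 peaks and 1 naïve BRM peak. Globin genes encode the subunits of haemoglobin, and these were singled out after their values were seen. On HBB (ENSG00000244734.4, chromosome 11 of hg38, 5225464 to 5229395) a region at 5225478 to 5225732 covers most of exon 3 (5225464 to 5225726), and a region at 5226593 to 5226810 covers most of exon 2 (5226577 to 5226799). The intron of 850 bp between these exons is covered over 6 bp. The regions on HBA2 (chromosome 16, 173121 to 173676) and HBA1 (chromosome 16, 176922 to 177490) span exons 2 and 3 with the introns of 142 and 149 bp between them. A candidate explanation is reads from spliced RNA of another cell type, since 80.0% of the bases of the 4 regions lie in exons of the main transcripts. Over all annotated exons, the form in which the test was first run, the share was 98.6%. The HBB regions follow that pattern at exons 2 and 3. The introns of 117 bp between exons 1 and 2 of HBA1 and HBA2 are covered over 7 and 4 bp, but the regions end there. No region reaches exon 1 of the main transcript of HBB, HBA1 or HBA2, so these introns are no evidence of splicing. Reads from whole spliced transcripts do not account for the lack of exon 1, although weaker signal there cannot be excluded. The introns of 149 and 142 bp between exons 2 and 3 of HBA1 and HBA2 are covered in full. Broad peak calling joins stretches that lie close together, so the exon share does not decide the question. Of 15 erythroid genes examined, 3 had a primed BRM region (HBB, HBA1 and HBA2) and 12 had none, so the other genes of such cells are not seen at the threshold of the list. Regions wholly in exons also lay on genes outside this set, among them MALAT1, H1-5, RN7SL1, RN7SL2, RN7SK, RMRP and RPPH1. Of those named, the regions on MALAT1 and H1-5 lay in no BAF region, and the rest lay in primed BAF regions. Many other regions of the list touched no exon. Reads from RNA in general were not tested. How many of the 15 genes hESCs also express was not measured here. A second explanation, a feature of the BRM antibody in both states, has against it the 0 naïve BRM regions on these 3 genes, although the globin genes HBM and HBQ1 and the erythroid gene SLC4A1 together held 4 naïve BRM regions, but a list that holds only regions above a threshold cannot exclude weaker signal. The explanations cannot be told apart with peak lists of 1 library each. No biological explanation was tested.

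The SOX2 lists of the 2 states moved in opposite directions between the classes of BAF regions. The log2 odds ratio for primed-only against naïve-only regions was 5.15 for the primed SOX2 list and −3.09 for the naïve one. Each state had 1 list, and the difference between the states was not tested. A difference in region width between the classes may not be the source, as the values with all regions set to 500 bp were 5.16 and −2.80. The classes are defined by BAF peaks of the same states as the SOX2 peaks, so any open site that is called in 1 state in several libraries pushes both values apart, and a difference in depth between the states could add to that. Read totals were not used here. The study describes SOX2 expression as largely specific to primed cells. From signal intensity it describes naïve SOX2 as low over all classes of BAF peaks. That is a different measure from the called peaks counted here, which favoured naïve-only regions. A state-specific recruitment of SOX2 and BAF to the same sites stays open and untested. The negative value of naïve SOX2 is the less firm of the pair, because it changed direction with a fold of at least 4 and with 50% of both regions covered, although not under the other alternatives.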

How the results depend on the processing

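Regions set to 500 bp and peaks with q of at most 0.05 were added after seeing the data, and the other alternatives were fixed before the data were examined. Of 175 alternatives computed, 6 were fixed in advance by the identical SOX2 lists and 2 because the BAF lists hold no peak on other contigs. Of the other 167, 115 kept the result. Of the 103 that bear on the 10 odds ratios, 100 kept the direction and the side of the threshold. The 5 motif results and the promoter result kept both under every alternative run for them.

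Naïve SOX2 at primed-only against naïve-only regions, at −3.09 on the log2 scale, reversed to 0.79 with a fold of at least 4 and to 0.32 with 50% of both regions covered. The construction of these settings shows where this comes from. Of the primed-only regions with a naïve SOX2 peak under the first, 97.9% overlap a naïve BAF region of the full lists, and under the second 90.3%, so these regions entered the class only because their naïve partner no longer counted. BRM at naïve-only against primed-only regions fell from 5.53 to 2.31 with equal numbers of top-ranked peaks for each antibody, which leaves 167 naïve BRM peaks. Of these 165 lay in common, 2 in naïve-only and 0 in primed-only regions, so few were left to compare. Of all 17413 peaks 7000 lay in naïve-only and 9468 in common regions, so the top-ranked peaks favour common regions and the number of peaks alone is not the reason.

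The share of naïve BRG1 peaks that overlap BAF155 (71.7%) was 64.5% with −log10 q of at least 3, 58.3% with fold of at least 4, 72.9% with 1 bp, 65.9% with 25% of both and 48.0% with 50% of both. The primed share (98.7%) was 97.5%, 85.4%, 99%, 65.9% and 29.6% in the same order. The share of naïve SOX2 peaks found in primed cells (47.9%) was 41.9% with 50% of both and 24.2% with equal numbers of peaks.

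The 77195 naïve BAF regions became 23314 with the q filter, 4367 with the fold filter and 41204 with both subunits required. The 58508 primed regions became 27176, 11479 and 14594, and 15611 from BRG1 alone.

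The share of naïve BAF regions found in primed cells (37.4%) was 36.9% with the q filter, 34.8% with the fold filter, 38.1% with 1 bp, 31.9% with 25% of both, 20.7% with 50% of both, 42.1% with equal numbers, 24.0% with both subunits, 17.4% from BRG1 alone, 40.6% from BAF155 alone, 38.6% merged within 1 kb and 39.4% with q of at most 0.05. The share of primed regions found in naïve cells (48.2%) was 31.5%, 13.3%, 49.0%, 42.0%, 27.3%, 41.8%, 65.9%, 66.2%, 42.3%, 48.8% and 47.3% in the same order. With equal numbers of peaks the 2 shares were alike, and with BRG1 alone their gap was widest. Both follow largely from the numbers of naïve and primed regions that the shared ones are divided by. These were 59145 and 58508 with equal numbers of peaks, and 57884 and 15611 with BRG1 alone.

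The share of BRM peaks in BAF regions (94.3%) was 93.4% with the q filter, 70.7% with the fold filter, 94.8% with 1 bp, 66.7% with 25% of both, 32.8% with 50% of both, 86.5% with both subunits, 87.7% with BRG1 alone and 90.7% with BAF155 alone. The cause of these moves was not tested beyond what each setting removes.

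The 8 alternatives that leave out a SOX2 replicate were not run, because the 2 lists of a state hold the same peaks. The 4 that filter both SOX2 replicates on q or fold were not run, because the second list gives neither. No paired analysis was possible because the 2 SOX2 lists of a state are identical and the other groups have 1 library. Read totals were not used here, which limits each comparison of list lengths and of state-specific regions, since a region missing from one list is only known to be below its threshold.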

Other observations

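Of the tests in this part, the sharing of BAF155 peaks by fold and the setting of regions to 500 bp were chosen only after the result was seen, the count of chromosome Y peaks rich in GGAAT was chosen after the shares of these peaks were seen, the median GGAAT test was added after the 32-mer test of the same peaks, and the limits for reading the probability of a higher fold and the chromosome Y share were set after their values were known.

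The merging used here gave 105795 BAF regions over both states. That is higher than the total quoted from the study above. In naïve cells 77195 regions were counted. That is higher than the naïve number quoted from the study above. The primed number, 58508, was also higher than the one quoted. The shared shares, 37.4% of naïve and 48.2% of primed regions, were lower than those quoted. The share of naïve BRM peaks in BAF regions was higher, at 94.3%, and it was lower than the one quoted, at 86.5%, with both subunits required.

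The primed BRM list contained mostly repeated sequence. In 85.0% of its regions over 50% of the 32-mers occur more than once in hg38, against 6% of sampled naïve BRM peaks and 12% of random regions. The densest groups were 25 regions between 8204334 and 8465192 on chromosome 21, which include annotated 5.8S ribosomal RNA genes, 20 regions between 143184644 and 143264719 on chromosome 1, and 7 regions between 228609821 and 228645624 on chromosome 1, which include an annotated 5S ribosomal RNA gene. This is consistent with reads from sequence with several copies in the genome making up most of the list, and it leaves few regions from which BRM binding in primed cells could be read. It does not explain why regions of other kinds are so few. The study describes BRM as expressed specifically in naïve cells. How far that, or the quality of the library, accounts for the short list was not tested here.

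Naïve-only BAF regions were concentrated on chromosome 19. That chromosome held 7.30% of naïve-only, 1.40% of primed-only and 5.67% of common regions, an odds ratio of 5.56 (interval 5.02 to 6.15) for naïve-only against primed-only regions. The next highest odds ratios on chromosomes with regions of both classes were 1.96 for chromosome 17 and 1.79 for chromosome 22, and chromosome X had 0.518, the lowest. The single lists pointed the same way, with 6.74% of naïve against 3.53% of primed BAF155 peaks and 3.14% of naïve against 1.68% of primed SOX2 peaks on chromosome 19. GC content of the 200 bp at the midpoint is argued against as the whole cause, as the odds ratio was 4.74 with both classes matched on it. GC content over longer stretches was not matched. More promoters among naïve-only regions are argued against by their shares, since promoters made up 13.7% of naïve-only and 14.6% of primed-only regions. The odds ratio among distal regions was 6.85. The bodies of protein-coding ZNF genes are argued against as the whole cause by an odds ratio of 5.66 outside them. Sequence between the genes of a zinc finger cluster was not left out, so clusters as such were not tested. A difference in chromosome copy number between the cultures, a difference in the input libraries and a regulatory difference between the states stay open, as none was tested.

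Many BAF regions were called in 1 state only, and weak peaks near the calling threshold could produce that. If that were the whole cause, nearly all of the strongest peaks would be shared. The highest share among BAF155 peaks in the group of highest fold was 60.6%, in primed cells, against 53.2% in naïve cells. Peaks were ranked by fold and not by q-value, so a peak of high fold can still lie near the threshold. The shares argue at most against weak peaks as the whole cause. The share did rise with the fold in primed cells, so weak peaks may account for a part of the state-specific regions there. A difference between the states stays open.

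The 1010 naïve SOX2 peaks without a primed partner might have been signal without SOX2 sequence. The SOX core was present at 60.3% of their summits and in 24.1% of windows 2 kb away, an odds ratio of 4.78 (interval 4.07 to 5.62), which argues against that for the set as a whole. The OCT4-SOX2 element was present at 22.2% of these summits and at 37.4% of the summits of naïve peaks with a primed partner. The ZIC consensus separated the states further: it was present at 14.8% of the summits of primed peaks without a naïve partner, against 4.26% for naïve peaks without a primed partner. Of these naïve peaks 91.3% lay in naïve BAF regions and 29.9% in primed ones.

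The primed BRG1 list was far shorter than the primed BAF155 list. One candidate explanation is that the BRG1 list holds the strongest sites only. The probability that a primed BAF155 peak with a BRG1 peak had a higher fold than one without was 0.825, against 0.628 in naïve cells, which lies between the value near 1 that this explanation needs and the 0.5 of equal folds. Of the strongest 10% of primed BAF155 peaks 75.9% had a BRG1 peak, against 90.6% in naïve cells. Over all BAF155 peaks the shares were 24.9% in primed and 66.4% in naïve cells, so the rise toward strong peaks was larger in primed cells. The explanation cannot be told apart from others on these values, since 0.825 lies between both outcomes. Read totals entered no test here. The study's supplement lists more non-redundant uniquely mapped reads for primed BRG1 than for primed BAF155 or naïve BRG1. Fewer such reads are therefore argued against as the reason for the short list. The study also reports BRG1 protein as elevated in primed cells, which does not settle its level at weaker sites. A BAF complex with less BRG1 at weaker sites stays open and was not tested.

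BRM peaks were more frequent at common than at naïve-only BAF regions, with an odds ratio of 2.85. Common regions are wider, which could raise the chance of an overlap. With all regions set to 500 bp the odds ratio was 2.13, so width may account for a part of the excess but not for the whole of it. On the log2 scale the value was 1.51, and over the alternatives it ranged from 1.01, with 25% of both regions covered, to 6.88 (interval 4.87 to 8.90), with equal numbers of top-ranked peaks for each antibody. In the latter setting 165 of the 167 naïve BRM peaks lay in common regions. A higher occupancy of common sites in general stays open.

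The naïve BRG1 list had 31 peaks on chromosome Y and the other lists had none. They fell in 2 groups, 21 peaks between 10754788 and 11660118 and 10 peaks between 56828924 and 56874660, with a median fold of 2.39. Reads from sequence with several copies in the genome could produce such peaks. A median of 22.6% of their 32-mers occur more than once, against 2.03% in random regions, but in only 1 of the 31 peaks was the share over 50%, so the test falls between the 2 outcomes and this explanation cannot be excluded. GGAAT satellite sequence may account for a part of these peaks. In 10 of the 31 the share of bases in that repeat unit was between 25.7% and 39.7%, over the 99th percentile of the other naïve BRG1 peaks (5.76%). These 10 are not the second group by position, in which the median share was 1.16%, against 1.45% in the first. In the 21 peaks below that percentile the share was at most 2.08%, which argues against runs of exact GGAAT units for those. Only exact copies of the unit and its complement were counted, so diverged copies and other satellite sequence were not tested. The median over all 31 peaks was 2.47 times that of the other naïve BRG1 peaks, at 1.45%. Reads from the mouse feeder cells were not tested.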
